# Preoperative Fasting Protects against Renal Ischemia-Reperfusion Injury in Aged and Overweight Mice

**DOI:** 10.1371/journal.pone.0100853

**Published:** 2014-06-24

**Authors:** Franny Jongbloed, Ron W. F. de Bruin, Jeroen L. A. Pennings, César Payán-Gómez, Sandra van den Engel, Conny T. van Oostrom, Alain de Bruin, Jan H. J. Hoeijmakers, Harry van Steeg, Jan N. M. IJzermans, Martijn E. T. Dollé

## Abstract

Ischemia-reperfusion injury (IRI) is inevitable during kidney transplantation leading to oxidative stress and inflammation. We previously reported that preoperative fasting in young-lean male mice protects against IRI. Since patients are generally of older age with morbidities possibly leading to a different response to fasting, we investigated the effects of preoperative fasting on renal IRI in aged-overweight male and female mice. Male and female F1-FVB/C57BL6-hybrid mice, average age 73 weeks weighing 47.2 grams, were randomized to preoperative ad libitum feeding or 3 days fasting, followed by renal IRI. Body weight, kidney function and survival of the animals were monitored until day 28 postoperatively. Kidney histopathology was scored for all animals and gene expression profiles after fasting were analyzed in kidneys of young and aged male mice. Preoperative fasting significantly improved survival after renal IRI in both sexes compared with normal fed mice. Fasted groups had a better kidney function shown by lower serum urea levels after renal IRI. Histopathology showed less acute tubular necrosis and more regeneration in kidneys from fasted mice. A mRNA analysis indicated the involvement of metabolic processes including fatty acid oxidation and retinol metabolism, and the NRF2-mediated stress response. Similar to young-lean, healthy male mice, preoperative fasting protects against renal IRI in aged-overweight mice of both genders. These findings suggest a general protective response of fasting against renal IRI regardless of age, gender, body weight and genetic background. Therefore, fasting could be a non-invasive intervention inducing increased oxidative stress resistance in older and overweight patients as well.

## Introduction

The rate of morbidity and mortality in patients with end-stage renal disease (ESRD) is greatly decreased by kidney transplantation, although it brings along its own set of complications like delayed graft function (DGF) and rejection [1]. DGF, defined as the need of dialysis in the first week after transplantation, occurs in almost 25% of all kidney transplantations in the USA [2]. Because elderly patients also benefit from a renal transplant, the number of transplantations performed in these patients has increased [3]. With the already existing shortage of donors, this has widened the gap between organ availability and demand. In an attempt to overcome this shortage, guidelines for extended donation are developed [4]. These extended criteria donors (ECD) are generally of older age, with existing morbidities like obesity and diabetes mellitus [5]. ECD kidneys show higher risks of DGF, acute rejection and graft failure, with recipient and donor age as independent risk factors [6], [7]. Hence, practices improving transplantation success rates are urgently needed.

Ischemia-reperfusion injury (IRI) is an unavoidable consequence of organ transplantation leading to a deleterious activation of cellular oxidases causing oxidative damage, tissue injury and inflammation [8], [9]. IRI has been identified as a major risk factor for the development of DGF and rejection, with ECD kidneys being even more vulnerable to ischemic damage [10]. A potentially protective intervention against IRI is dietary restriction (DR), a short-term reduction of caloric intake before induction of ischemia. Long-term DR has been shown to prolong both health- and lifespan [11], [12]. Although its mechanisms have not yet been elucidated, increased resistance to oxidative stress is likely to be involved. In addition, short-term DR and fasting as a more acute approach of DR have been found to increase resistance against oxidative damage as well, including IRI [9], [13]. Previously, we have shown that both three days of fasting and two weeks of 30% DR induce robust protection against renal IRI in mice [9], [14], [15]. However, these studies have been conducted with healthy young-lean male mice. The relevance of these findings for a heterogeneous group of patients which are generally older and suffer from disease is uncertain since the response induced by fasting and DR under these conditions is unknown [16], [17]. Therefore, the aim of this study is to examine the effect of age, body weight, gender, and genetic background on the protection against renal IRI induced by fasting. We show that preoperative fasting protects against the effects of IRI in aged-overweight male and female mice comparable to young-lean mice. Subsequently, we compared gene expression profiles of kidneys of young-lean mice with those of aged-overweight mice before and after fasting and identified several metabolic processes including fatty acid oxidation and retinol metabolism as well as pathways involved in the oxidative stress response as likely candidates involved in the induction of increased stress resistance by fasting.

## Results

### Three-day fasting confers resistance to renal ischemia in aged-overweight mice

Male and female F1-FVB/C57BL6-hybrid mice were either fasted for three days by permitting water only or fed ad libitum preceding surgery. The mean baseline weight was 47.4±5.1 and 48.0±7.6 grams for male and female mice, respectively, demonstrating their overweight phenotype acquired by ad libitum conditions compared to their mean body weight at 12 weeks: 31.4±3.1 (male) and 24.2±2.4 (female) (data not shown). Fasting resulted in a net body weight loss of 8.2±0.5 and 6.5±0.9 grams in males and females, respectively, correlating with approximately 17% and 14% of their body weight before fasting (Figure 1A). At surgery, bilateral renal ischemia was applied for 37 minutes in male and 60 minutes in female mice followed by reperfusion. Both male and female fasted mice had a significant improved survival compared to the ad libitum fed groups (Figure 1B). All 8 ad libitum male mice died or were sacrificed because of morbidity indicative of kidney failure within three days following reperfusion, whereas 7 out of 8 fasted males survived through day 7. At day 7, four male mice were sacrificed for pathological analysis and censored in Figure 1B. Two of the three remaining mice survived in good health through day 28. In the fasted female group, one mouse was found dead on day 1 after IRI because of secondary causes (sutures removed by animal) and was excluded from further analyses. One of the 11 ad libitum fed females survived the observation period, while the majority, nine in total, died or were sacrificed due to morbidity within 3 days following IRI. At 28 days, 7 of 10 fasted female mice were still alive and appeared healthy. All fasted mice that died showed indications of irreversible kidney failure (morbidity and loss of kidney function, see serum and histology data described further on).

**Figure 1:**
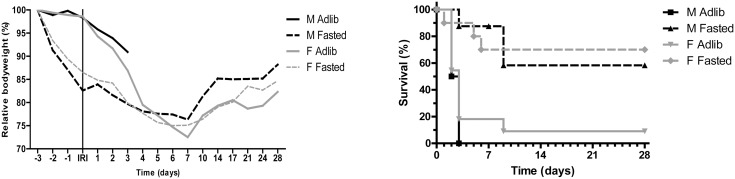
Relative body weight and survival. Relative body weight (A) and survival (B) of male and female mice undergoing 37 and 60 minutes of renal ischemia-reperfusion injury (IRI), respectively, preceded by 3 day fasting or ad libitum feeding. In the first week after surgery, both fasted groups gradually lost weight after which they slowly gained weight in the weeks thereafter. Both fasted groups show a significantly improved survival: p = 0.0171 for males, p = 0.0040 for females. M = male, F = female, Adlib = ad libitum fed.

### Preoperative fasting leads to improved kidney function and recovery after IRI

To measure the effect of fasting on kidney function after IRI, serum urea and creatinine levels were measured at days 0, 1 and if applicable, 2 and 7 after surgery. Compared to ad libitum fed mice, serum urea levels in male and female fasted aged mice were lower on postoperative day one, which became significant on day 2 (males p = 0.001; females p = 0.016; Figure 2A). Significance could not be determined on day 7 post-IRI as only 2 ad libitum females remained. Serum creatinine failed to show statistically significant differences between groups (Figure 2B). Kidney damage after IRI was further assessed by histopathology. After sorting by cause of death, mice found dead and mice that were moribund and sacrificed showed severe acute tubular necrosis (Figure 3A), a major determinant of renal IRI. Median tubular necrosis scores in these groups, with 0 indicating no and 5 severe necrosis, were 5 and 4, respectively, with no significant differences between the two groups, demonstrating that moribund mice indeed suffered from severe kidney failure independent of the day histology was determined. In contrast, the surviving mice had a median pathology score of 1 (p<0.001) (Figure 3A). As time after IRI might influence the severity of the pathological changes, 4 fasted male mice were sacrificed at day 7 and histology was compared with mice that died due to kidney failure. The tubular necrosis score of these 4 sacrificed mice was identical to that of the mice sacrificed at day 28 (median score 1), showing a similar contrast with the mice that died due to kidney failure, indicative of an acute protective effect of the diet. The amount of tubular regeneration is scored between 0 and 4 with 4 as the strongest regenerative response. Mice found dead or moribund scored a median pathology score for tubular regeneration of 0.5 and 0, respectively, and the fasted mice had a median score of 3.5, including mice sacrificed at day 7 and at later time-points (p<0.0001) (Figure 3B). When subdivided by gender and diet group, fasted male and female mice showed significantly less necrosis (p = 0.0018 and p = 0.0035, respectively) and significantly more regeneration (p = 0.0089 and 0.0036, respectively) compared to the ad libitum fed groups (Figures 3 C/D). Representative images of the pathological lesions observed in the different groups are shown in Figure 4.

**Figure 2:**
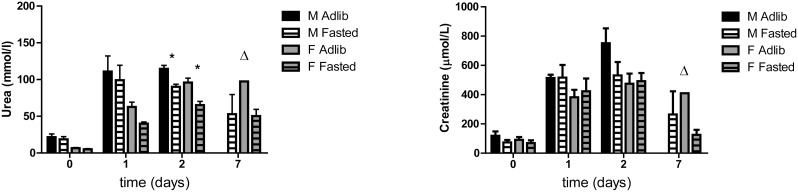
Kidney function after renal ischemia-reperfusion injury. Kidney function of male and female mice after undergoing 37 and 60(A) Serum urea levels are significantly lower in fasted males and females on day 2 after renal IRI. (B) Serum creatinine levels show no significant differences between fasted and ad libitum fed mice. M = male, F = female, Adlib = ad libitum fed. Δ = no standard deviation is shown as only two animals comprised this group.

**Figure 3:**
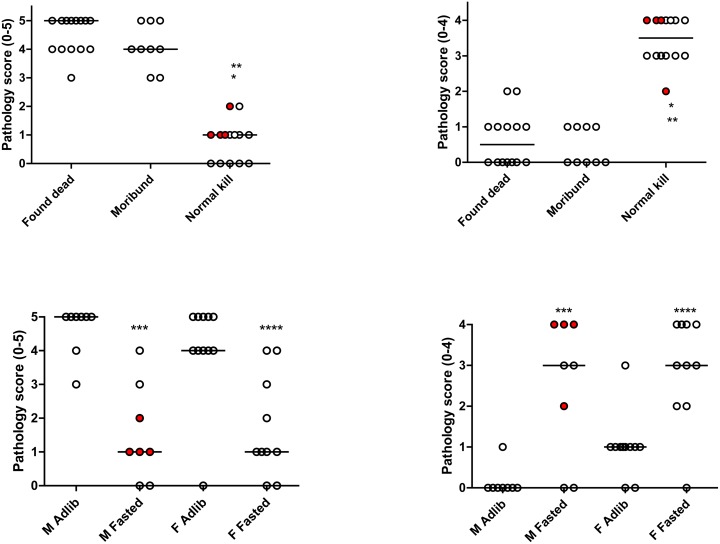
Histopathological analysis of kidneys after renal ischemia-reperfusion injury. Histopathological analysis of kidneys of male and female mice after IRI. Mice sacrificed at the end of the experiment showed significantly less acute tubular necrosis (A) and significantly more tubular epithelial regeneration (B). Divided by intervention, both male and female fasted mice also showed less necrosis (C) and more regeneration (D). Fasted male mice sacrificed at day 7 showed similar pathology scores as the fasted mice at day 28 (mice indicated by the red symbols).*  =  significance (p<0.05) compared to the group ‘Found dead’, **  =  compared to the group ‘Moribund’, ***  =  compared to ad libitum fed males, ****  =  compared to ad libitum fed females.

**Figure 4:**
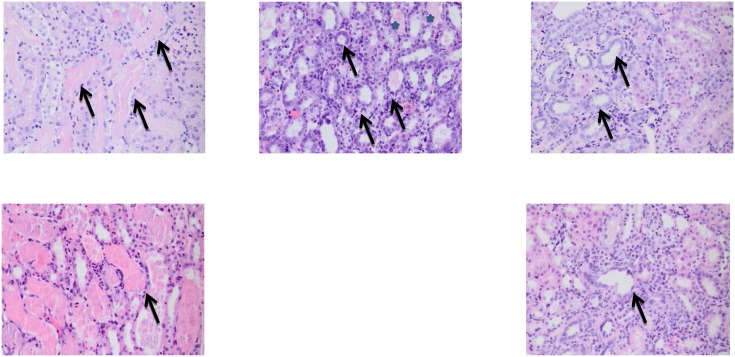
Histological images of kidneys with acute tubular necrosis and tubular epithelial regeneration. Representative images of HE stained kidney sections with acute tubular necrosis or tubular epithelial regeneration. (A) Multifocal severe acute tubular necrosis with typical diluted tubules, flattened epithelial lining and granular casts inside the tubules (arrows) in an ad libitum fed male mouse 4 days after 37 minutes of IRI. (B) On day 7, male fasted mice already show a high degree of regeneration (arrows) with minimal necrosis (stars). (C) Multifocal tubular regeneration as shown by mitosis bodies along the epithelial line (arrows) in a fasted male mouse 28 days after 37 minutes of IRI. (D) Multifocal severe acute tubular necrosis in ad libitum fed female mouse 4 days after 60 minutes of IRI. (E) Multifocal tubular regeneration in a fasted female mouse 28 days after 60 minutes of IRI.

### Fasted aged-overweight mice show a gradual weight gain after renal IRI

After IRI, the fasted male and female mice showed a 5% and 10% weight loss, respectively, in the first 5 postoperative days, after which their weight stabilized (Figure 1A). From day 7 on, they gradually gained weight and eventually reached their preoperative weight (t = 0) at day 28. In contrast, the ad libitum fed mice showed a larger and faster weight loss after IRI. The ad libitum fed males lost 7% in three days, after which they had all died. The ad libitum fed females lost slightly more relative weight during the same period (10%). By day 5, they had lost 21% of their weight, resulting in a total weight slightly below that reached by the fasted animals. After day 7, the single surviving ad libitum fed female mouse showed a similar trend in body weight gain as the fasted mice.

### Gene expression profiles in kidneys show overlap between young and aged male mice in response to fasting

Firstly, gene expression profiles were compared between kidneys of ad libitum fed and three days fasted aged male mice (without renal IRI) by whole-genome mRNA microarray analysis. 

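Kidney RNA of 19 male mice without renal IRI was hybridised to Affymetrix HT MG-430 PM arrays, with 1 array per mouse. The aged-overweight mice were FVB-C57BL/6J F1 hybrids, of which 5 were fed ad libitum and 5 were fasted for 3 days. The young-lean mice were of the C57BL/6J strain, of which 5 were fed ad libitum and 4 were fasted for 3 days. The authors normalized the arrays with the RMA algorithm and deposited log2 values for 45141 probe sets. The median log2 level of an array lay between 4.15 and 4.19 in young ad libitum fed mice, 4.18 and 4.21 in young fasted mice, 3.44 and 3.48 in aged ad libitum fed mice and 3.46 and 3.49 in aged fasted mice. Because of this offset between the ages, fasted mice were compared with ad libitum fed mice within each age. Arrays of one group correlated at 0.988 to 0.997 across probe sets.
Differences were tested with limma on the log2 values, with Benjamini-Hochberg adjustment over all probe sets. A probe set was called differentially regulated at an adjusted p of at most 0.05 and a fold change of at least 1.5. The annotation used gave 1 gene symbol for 28898 probe sets, several for 551 and listed no gene for 15692, which left 17097 genes, each taken at its brightest probe set. A total of 37 gene lists (metabolic pathways, nuclear receptor targets, stress responses, kidney segments and other cell types) were written after reading the paper and its tables of top genes and before the data were examined. Members of a list were said to rise or fall at an adjusted p of at most 0.05 without a fold minimum, and each list was compared with all other genes by camera with a preset correlation of 0.01. Transcripts typical of liver were unevenly spread over the arrays. Albumin (Alb), the main plasma protein made by liver, was at a log2 level of 12.58 in aged fasted mouse33, between 5.41 and 7.33 in the other 4 aged fasted mice and up to 8.86 in aged ad libitum fed mice, and at 9.94 in young fasted mouse339 and up to 8.81 in the other young fasted mice (a gene singled out after its values were seen). The number of arrays limits the precision of each value.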

The total number of probe sets differentially regulated was assessed. In total, 854 out of 45141 probe sets were significantly differentially regulated (FDR ≤5%) in the fasted aged mice with a fold change ≥1.5. Of these 854 probe sets, 454 probe sets were up-regulated and 400 down-regulated (Figure 5A). 

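Among the genes reported here, fasting changed enzymes, transporters and regulators of transcription in aged kidneys. The largest rise among them was that of Acot3, a peroxisomal acyl-CoA thioesterase, with a log2 fold change of 2.61 (standard error 0.19, adjusted p = 6.18e-06 from limma). Pdk4, the kinase that shuts off pyruvate dehydrogenase, rose by a log2 fold change of 2.51 (standard error 0.40), and Slc38a3, a glutamine transporter, by 2.36 (standard error 0.22). Cyp4a31, of a family of fatty acid hydroxylases, rose by 2.25, Mtarc1, a mitochondrial reductase, by 2.21 and Wsb1, a substrate receptor of a ubiquitin ligase, by 2.02. The transcriptional inhibitors Id1 and Id3 rose by 1.94 and 1.90, the potassium channel-interacting protein Kcnip2 by 1.91, and the thioesterase Acot1 by 1.90 on the log2 scale.
The largest fall among them was that of Slc22a7, an organic anion transporter, with a log2 fold change of -2.67 (standard error 0.26, adjusted p = 7.74e-05 from limma). The lysophosphatidylcholine transporter Mfsd2a changed by -2.36, the sodium-calcium exchanger Slc8a1 by -2.30, the non-coding RNA Airn by -2.10 and the growth factor midkine (Mdk) by -1.85. Log2 fold changes of -1.69 for the aminotransferase Bcat1, -1.68 for carbonic anhydrase 4 (Car4), -1.65 for the sodium-proton exchanger Slc9a8, -1.61 for the ubiquitin ligase Rnf183 and -1.59 for collagen III (Col3a1) followed. These 20 genes had the largest changes among the called genes reported here whose fasted and ad libitum fed mice did not overlap. In all, 851 of 45141 probe sets (1.89%) were called in the 5 fasted against 5 ad libitum fed aged mice, 454 up and 397 down. Of the 456 called genes, 387 had no overlap between the groups, which the call itself favours. Among all genes, without selection, 10.2% had no overlap, where chance gives 0.794%.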

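Genes for glucose production and ammonia handling rose in fasted aged kidneys, and androgen-induced genes fell. Of 9 measured genes of gluconeogenesis and ammoniagenesis, 5 rose, 0 fell and 4 did not pass the test (5 rose when adjusted over the list alone), and 3 rose without any one of aged ad libitum fed mouse36 and mouse43 and aged fasted mouse39 and mouse41. Glud1, glutamate dehydrogenase, rose by a log2 fold change of 1.17 (standard error 0.07, adjusted p = 1.98e-06 from limma). The list was higher than other genes by camera (adjusted p = 0.000108, and adjusted p = 0.0203 with an estimated correlation). Of 9 androgen-induced or male-biased kidney genes, 7 fell, 0 rose and 2 did not pass the test (7 fell when adjusted over the list alone). Odc1, ornithine decarboxylase, had a log2 fold change of -1.58 (standard error 0.10) and Acsm3, a medium-chain acyl-CoA synthetase, of -1.33 (standard error 0.14). The call of this list was lost with the other correlation (camera adjusted p = 3.67e-08, and adjusted p = 0.107 with an estimated correlation).
Of 15 acute phase and coagulation genes, 3 rose, 0 fell and 12 did not pass the test (3 rose when adjusted over the list alone). The fibrinogen chains Fga and Fgg rose by log2 fold changes of 1.80 (standard error 0.25) and 1.77 (standard error 0.37), and ceruloplasmin (Cp) by 0.99 (standard error 0.18). The median level of this list was 6.16 in aged fasted mouse33, the array with the most liver transcripts, and 4.18 in the next highest aged fasted mouse. With mouse33 left out, 3 members of the list rose and 1 fell. The camera call (adjusted p = 0.0393, and adjusted p = 0.666 with an estimated correlation) ended when mouse33 was left out (adjusted p = 0.443). It also ended without aged ad libitum fed mouse34, mouse36 or mouse37 (adjusted p = 0.0855, 0.0583 and 0.0554). Fgg did not pass an ordinary per-probe-set test without moderation (adjusted p = 0.0784). Of 22 oxidative phosphorylation genes and of 15 antioxidant enzymes, 0 rose and 0 fell.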

Secondly, since fasting was shown to confer resistance to IRI in young-lean male mice [9], we performed a similar mRNA analysis in kidneys from young mice. A total of 2408 probe sets were found to be significantly differentially regulated in fasted compared with ad libitum fed young mice with 1189 up-regulated and 1219 down-regulated probe sets (Figure 5A). 

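In young kidneys the genes reported here with the largest rises included enzymes that reduce carbonyls, oxidise aldehydes or handle fatty acids. The carbonyl reductases Cbr3 and Cbr1 rose by log2 fold changes of 3.57 (standard error 0.12, adjusted p = 4.18e-08 from limma) and 2.57 (standard error 0.10). The aldehyde dehydrogenases Aldh1a1, which forms retinoic acid, and Aldh1a7 rose by 3.31 (standard error 0.09) and 2.63 (standard error 0.12), and the cytochrome Cyp2d22 by 2.50 (standard error 0.06). Pdk4 rose by 3.07, Acot3 by 2.59, the mitochondrial ATP-magnesium carrier Slc25a25 by 2.51 and the fibrinogen chain Fgg by 2.51 on the log2 scale. Mdrl, a non-coding RNA, rose by 2.57.
The largest falls included those of Slc22a7, with a log2 fold change of -3.71 (standard error 0.14, adjusted p = 8.28e-08 from limma), the mitotic kinesin Kif20b (-3.38), the steroid dehydrogenase Hsd3b2 (-2.95), Bcat1 (-2.84) and Mfsd2a (-2.76). The histone genes H3c15 and H3c14 changed by -2.82 and -2.34, Slc9a8 by -2.68, Rnf183 by -2.41 and Idi1, an enzyme of the cholesterol pathway, by -2.65. In all, 2398 probe sets (5.31%) were called in the 4 fasted against 5 ad libitum fed young mice, 1186 up and 1212 down. Of the 1109 called genes, 1053 had no overlap between the groups, which the call itself favours. Among all genes, without selection, 21.3% had no overlap, where chance gives 1.59%.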

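Of the 851 probe sets called in aged kidneys, 599 (70.4%) were called in the same direction in young kidneys, 296 up and 303 down, and 0 were called in opposite directions. Independent lists of these sizes would share 22.6 probe sets, so the overlap was 26.5 times as large. Genes of both lists included Acot3, Pdk4 and Slc38a3 among those that rose, and Slc22a7, Mfsd2a and Col3a1 among those that fell. Seen from the young kidneys, 25.0% of the called probe sets were also called in aged kidneys. The 2 ages share no arrays. Of the 252 probe sets called in aged kidneys and not called in young ones, 227 had a young fold change of the same sign.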

The Venn diagram in Figure 5A shows that most probe sets (70%) found in aged mice overlap with the probe sets found in young mice. 

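The size of the fasting response was compared between the ages by testing the difference itself, aged minus young, in one limma fit of the 4 groups. Among the genes reported here, the negative differences with the smallest adjusted p were those of Cyp2d22 (log2 difference -1.35, adjusted p = 2.89e-07), Cbr1 (-1.63, adjusted p = 9.53e-07), the transcription factor Atoh7 (-1.90, adjusted p = 3.74e-06) and Cbr3 (-2.68, adjusted p = 3.74e-06), followed by Aldh1a1 at -1.65. Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase, and the cytokine receptor Il17rb differed by -0.71 and -1.11. Positive differences were led by genes that fell in young kidneys, such as the amino acid transporter Slc6a15 (1.18, adjusted p = 4.19e-06), Akr1d1, a steroid reductase (1.20), Hsd3b2 (1.93) and Cyp51, an enzyme of the cholesterol pathway (1.28). Not each difference was a weaker response in aged kidneys, since Parp3 fell in aged kidneys and was at -0.13 in young ones (difference -0.88, adjusted p = 0.000299).
Under an ordinary per-probe-set test without moderation, the fasting effect differed between the ages for 467 probe sets. In the limma fit it differed for 881 probe sets, with 544 positive and 337 negative differences. The number was 581 without young ad libitum fed mouse346, 582 without young ad libitum fed mouse350, 534 without young fasted mouse340 and 511 without young fasted mouse344. Age, strain and body weight differ together between these mice, and the arrays seem to have been normalized separately for each age. The paper refers to an earlier report for the conditions of the young mice. Any difference in handling would therefore go with age as well.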

Young mice show an almost three-fold increase of significantly regulated genes indicative of a stronger, more extensive response to fasting in young compared to aged mice. To verify whether gene expression changes followed the same directionality, the fold expression changes of all significant probe sets (FDR ≤5%) in young or aged mice were plotted against each other (Figure 5B). The majority of these probe sets (85.0%) had similar directional changes in kidneys of young and aged mice, although the fold changes of the aged kidneys were generally lower compared to young.

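The same direction was shared by 8255 of the 9716 probe sets with an adjusted p of at most 0.05 in either age (85.0%), where chance gives 50%, and by 28752 of all 45141 probe sets (63.7%). Among the 2061 probe sets that passed in both ages, 98.8% changed in the same direction. Of the 599 probe sets called in both ages, 409 (68.3%) had the larger fold change in young kidneys, as did 55.2% of all probe sets. Eci1, an enoyl-CoA isomerase of fatty acid oxidation, was close to the diagonal with log2 fold changes of 1.20 in aged and 1.17 in young kidneys (difference 0.03, adjusted p = 0.947 from limma). Mgst1, a membrane-bound glutathione transferase, lay on the other side of the diagonal with 1.79 in aged and 1.30 in young kidneys, a difference that did not pass the test (adjusted p = 0.138). Over all probe sets, without selection, the slope of aged on young log2 fold changes was 0.531 after correction for the error of the young values, and that of young on aged fold changes was 1.15. The correlation across probe sets was 0.642, and probe sets are not independent replicates.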

**Figure 5:**
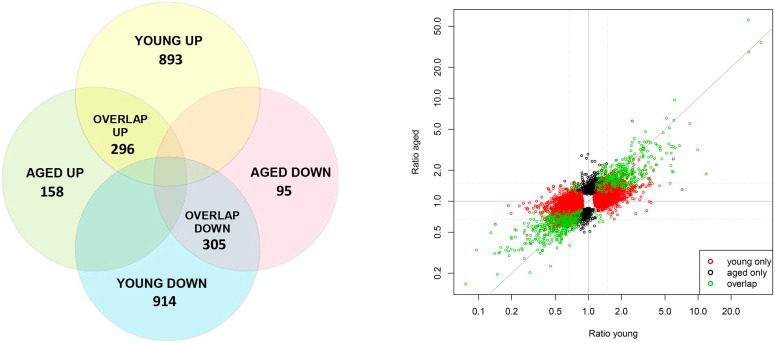
Venn diagram and scatterplot of microarray data after fasting in young and aged mice. A) Venn diagram of the significantly differentially up- and down-regulated (FDR ≤5%, FC ≥1.5) and overlapping probe sets in kidneys of three days fasted aged and young mice in comparison with normal fed control mice. B) Scatter plot comparing up- and down-regulated trends and their fold ratios of probe sets significantly regulated (FDR ≤5%) in young-lean (red), aged-overweight mice (black) or overlapping in both groups (green). Without fold change cut-off, 85.0% of the genes showed the same directionality in both age groups. The gray solid line represents the reference diagonal (ratio young  =  ratio aged); the gray dotted lines show the 1.5 fold change cutoffs applied in 5A.

To determine the effect on a biological level, functional annotation and pathway overrepresentation analyses of probe sets with FDR ≤5% and FC ≥1.5, were performed with Ingenuity software. The top up- and down-regulated genes (FC ≥5) with corresponding p-values resulting from the functional annotation are provided as supplementary tables by age group (Table S1-S4 in File S1). 

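Tables S1 to S4 hold 144 entries, and each of the 144 lies within 0.001 of the log2 fold change of a probe set in the deposited values. At a log2 fold change of at least 1.61, the natural log of 5, 38 probe sets were called up and 10 down in aged kidneys, and 82 up and 58 down in young kidneys. On the log2 scale this limit is a 3.05-fold change. At a fold change of at least 5 (a log2 fold change of 2.32), 8 probe sets were called up and 2 down in aged kidneys, and 23 up and 18 down in young kidneys. Among named genes, Acot3 was 6.10-fold higher in fasted aged mice and 6.02-fold higher in fasted young mice.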

Pathway analysis in aged mice resulted in the highest overrepresented pathways being *LXR/RXR Activation, Cholesterol Biosynthesis* and *Fatty Acid β-Oxidation* (Table 1). 

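In fasted aged kidneys genes of fatty acid β-oxidation rose together, as did targets of the fasting-activated receptor PPARα, while most genes of cholesterol biosynthesis that moved went down. Of 24 measured genes of fatty acid β-oxidation, 17 rose, 0 fell and 7 did not pass the test (19 rose when adjusted over the list alone). Besides Eci1, these included the carnitine carrier Slc25a20 (log2 fold change 0.85, standard error 0.10), the dienoyl-CoA reductase Decr1 (0.70, standard error 0.07) and the carnitine palmitoyltransferase Cpt2 (0.48, standard error 0.08). The list stood above other genes by camera (adjusted p = 5.84e-19, and adjusted p = 0.0101 with an estimated correlation). Of 16 PPARα targets, 9 rose, 0 fell and 7 did not pass the test (12 rose and 1 fell when adjusted over the list alone), among them Cyp4a10 (1.62, standard error 0.12) and the pantetheinase Vnn1 (1.46, standard error 0.10). Camera gave an adjusted p of 1.41e-12 for this list, and adjusted p = 0.0203 with an estimated correlation.
Of 18 genes of cholesterol biosynthesis, 8 fell, 2 rose and 8 did not pass the test (11 fell and 4 rose when adjusted over the list alone). Idi1, which isomerises isopentenyl diphosphate, had a log2 fold change of -1.49 (standard error 0.11, adjusted p = 5.84e-06 from limma) and the mevalonate decarboxylase Mvd of -0.94 (standard error 0.07). The list was lower than other genes by camera (adjusted p = 0.00123), and its call was lost otherwise (adjusted p = 0.107 with an estimated correlation). Of 11 LXR targets, 2 rose, 0 fell and 9 did not pass the test (2 rose when adjusted over the list alone). Those that rose were apolipoprotein E (Apoe, 1.31, standard error 0.18) and Mylip, which degrades the LDL receptor (0.67, standard error 0.13). The LXR list was not called (camera adjusted p = 0.0905), but was without aged fasted mouse38 (adjusted p = 0.0453).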

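In fasted young kidneys cholesterol biosynthesis went down and targets of the stress regulator NRF2 went up. Of 18 genes of cholesterol biosynthesis, 12 fell, 1 rose and 5 did not pass the test (12 fell and 2 rose when adjusted over the list alone). Cyp51 had a log2 fold change of -1.50 (standard error 0.09, adjusted p = 1.03e-06 from limma) and Mvd of -1.12 (standard error 0.11). The call of the list (camera adjusted p = 9.39e-06) was lost otherwise (adjusted p = 0.0556 with an estimated correlation). Of 29 NRF2 targets, 18 rose, 1 fell and 10 did not pass the test (19 rose and 1 fell when adjusted over the list alone), and the list was called by camera (adjusted p = 6.35e-13, and adjusted p = 0.0266 with an estimated correlation). Of 11 LXR targets, 2 rose, 2 fell and 7 did not pass the test (2 rose and 2 fell when adjusted over the list alone), with Apoe at 0.83 and lipoprotein lipase (Lpl) at -0.72. The LXR list was not called (camera adjusted p = 0.747).
Part of the macrophage and interferon-induced genes fell in the fasted young kidneys. Of 18 macrophage and dendritic cell markers, 11 fell, 1 rose and 6 did not pass the test (13 fell and 1 rose when adjusted over the list alone), for example the complement components C1qb (-0.92, standard error 0.14) and C1qc (-0.68, standard error 0.09). Of 18 interferon-induced genes, 8 fell, 0 rose and 10 did not pass the test (11 fell when adjusted over the list alone), with the chemokine Cxcl9 at -2.18 (standard error 0.25). Of 11 T cell markers, 3 fell, 0 rose and 8 did not pass the test (3 fell when adjusted over the list alone; camera adjusted p = 0.0816; 1 fell without young fasted mouse343 or mouse344), and of 7 B and plasma cell markers 0 rose and 0 fell. The calls of these immune lists (camera adjusted p = 9.33e-06 and 1.25e-05) were lost otherwise (adjusted p = 0.252 and 0.236 with an estimated correlation).
Of 9 brown adipocyte markers, 5 rose, 1 fell and 3 did not pass the test in these kidneys (6 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.0802). Leaving out 1 array left 1 that rose without young fasted mouse339 or mouse343, while without young fasted mouse344 the list was called (camera adjusted p = 0.00303). The median log2 level of these markers was 6.25, 5.05, 5.65 and 3.76 in the 4 fasted young mice and between 3.63 and 3.91 in the 5 ad libitum fed ones. With this level as a covariate, a setting added after seeing the data, 10 cholesterol genes, 5 interferon-induced genes and 8 macrophage markers fell, and 17 NRF2 targets rose. Of the 240 list members that rose or fell in young kidneys, 59 no longer passed the test with it and the sign of 2 brown adipocyte markers turned (Cox8b and Slc36a2). The T cell markers that fell went from 3 to 0 and the heat shock proteins that fell from 5 to 3. The antioxidant enzymes that rose went from 5 to 1. The brown adipocyte level was itself higher in most fasted young mice, so the fit cannot separate it well from fasting. Lost calls therefore do not show whether fat tissue lay behind them.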

The most overrepresented pathways in young-lean male mice were *Cholesterol Biosynthesis*, *NRF2-mediated Oxidative Stress Response* and *LXR/RXR Activation*. 

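Of the 37 gene lists, 12 were called in aged kidneys and 15 in young kidneys by camera, and 9 were called in both ages in the same direction. Genes of fatty acid β-oxidation rose in young kidneys as well, with 17 of 24 up, 0 down and 7 not past the test (18 up when adjusted over the list alone). Slc25a20 had a log2 fold change of 1.18 (standard error 0.08, adjusted p = 2.41e-06 from limma) and Cpt2 of 0.77 (standard error 0.06). Of the 16 PPARα targets, 12 rose, 0 fell and 4 did not pass the test in young kidneys (13 rose when adjusted over the list alone), including Cyp4a10 (1.79) and Vnn1 (1.33). Camera gave adjusted p values of 1.52e-13 and 1.12e-14 for these lists in young kidneys (adjusted p = 0.0292 and 0.0266 with an estimated correlation). In aged kidneys, 10 of 29 NRF2 targets rose, 1 fell and 18 did not pass the test (12 rose and 2 fell when adjusted over the list alone; camera adjusted p = 9.03e-06, and adjusted p = 0.0101 with an estimated correlation). Of 13 glucocorticoid-responsive genes, 10 rose, 0 fell and 3 did not pass the test in young kidneys (13 rose when adjusted over the list alone), such as the clock gene Per1 (1.85, standard error 0.18). In aged kidneys, 2 rose, 0 fell and 11 did not pass the test (2 rose when adjusted over the list alone), while without aged fasted mouse33 4 rose (camera adjusted p = 9.83e-05) and without aged fasted mouse42 the list was not called (camera adjusted p = 0.0578). The glucocorticoid calls (camera adjusted p = 9.91e-08 in young and 0.00701 in aged) were lost otherwise (adjusted p = 0.127 and 0.657 with an estimated correlation). With an estimated correlation 4 lists remained past the threshold in aged kidneys and 4 in young ones.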

Amongst the top 15 regulated pathways, 6 pathways are represented in both aged and young mice (Table 1), demonstrating the similarity of the individual pathway results.

**Table 1:** Top 15 canonical pathways in kidney of aged and young mice in response to fasting compared with ad libitum.

Canonical Pathways AGED	P-value	Genes Ratio
LXR/RXR Activation	9.68E-08	17/139 (12.2%)
Fatty Acid β-oxidation I	1.30E-07	9/45 (20.0%)
Superpathway of Cholesterol Biosynthesis	1.30E-07	9/87 (10.3%)
LPS/IL-1 Mediated Inhibition of RXR Function	6.08E-07	22/245 (9.0%)
Stereate Biosynthesis I (Animals)	6.32E-06	8/49 (16.3%)
Cholesterol Biosynthesis I/II/III	2.31E-05	5/40 (12.5%)
TR/RXR Activation	1.96E-04	10/109 (9.2%)
NRF2-mediated Oxidative Stress Response	2.96E-04	15/195 (7.7%)
Dopamine Degradation	5.84E-04	5/38 (13.2%)
Androgen Biosynthesis	5.91E-04	4/26 (15.4%)
Mevalonate Pathway I	7.87E-04	4/29 (13.8%)
Alanine Degradation III/Biosynthesis II	8.86E-04	2/6 (33.3%)
γ-linolenate Biosynthesis II (Animals)	1.31E-03	4/24 (16.7%)
Superpathway of Geranylgeranyldiphosphate Biosynthesis I (via Mevalonate)	2.04E-03	4/37 (10.8%)

Canonical pathways differentially regulated by 3 days fasting in kidneys from (A) aged mice and (B) young mice compared to their ad libitum controls. Pathways are ranked by their corresponding p-value. Genes Ratio is the amount of genes significantly differentially regulated in the pathway.

The overlapping probe sets in both young and aged mice presumably contain those in the kidney that contribute to resistance to IRI. Therefore, the pathway overrepresentation was repeated for the 601 probe sets significantly expressed in both age groups (Table 2). The top overrepresented pathways involve RXR Activation, Fatty Acid β-oxidation or NRF2-mediated stress response, partly overlapping with the age group specific pathway analyses.

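Among the 325 genes called in the same direction in both ages, fatty acid β-oxidation, PPARα targets and NRF2 targets were over-represented. Of 24 β-oxidation genes, 8 were called up in both ages and 0 down, where independent draws would give 0.456 (Fisher's exact test, adjusted p = 1.09e-07). Of 16 PPARα targets, 9 were called up in both ages and 0 down (adjusted p = 1.09e-10 from the same exact test), among them Cyp4a10, Vnn1, Pdk4 and Acot3. Of 29 NRF2 targets, 6 were called up and 0 down (exact test, adjusted p = 0.000125), with Nqo1, a quinone reductase, at log2 fold changes of 1.02 in aged and 1.69 in young kidneys. Of 18 cholesterol genes, 5 were called down and 0 up (exact test, adjusted p = 0.000125), and of 9 androgen-induced genes, 6 were called down and 0 up (exact test, adjusted p = 6.67e-08). Of 29 genes of retinol and retinoate metabolism, 4 were called up and 1 down (exact test, adjusted p = 0.00121), while of 15 RXR and partner receptors, Ppara alone was called (adjusted p = 0.514). Fisher's test treats genes as independent, which genes of a pathway are not. The lists were written with knowledge of the paper's tables of top genes.
The paper proposes that the probe sets shared by both ages contain those in the kidney that contribute to resistance to IRI, and on that ground repeated its pathway analysis on them.

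**Figure D1:**
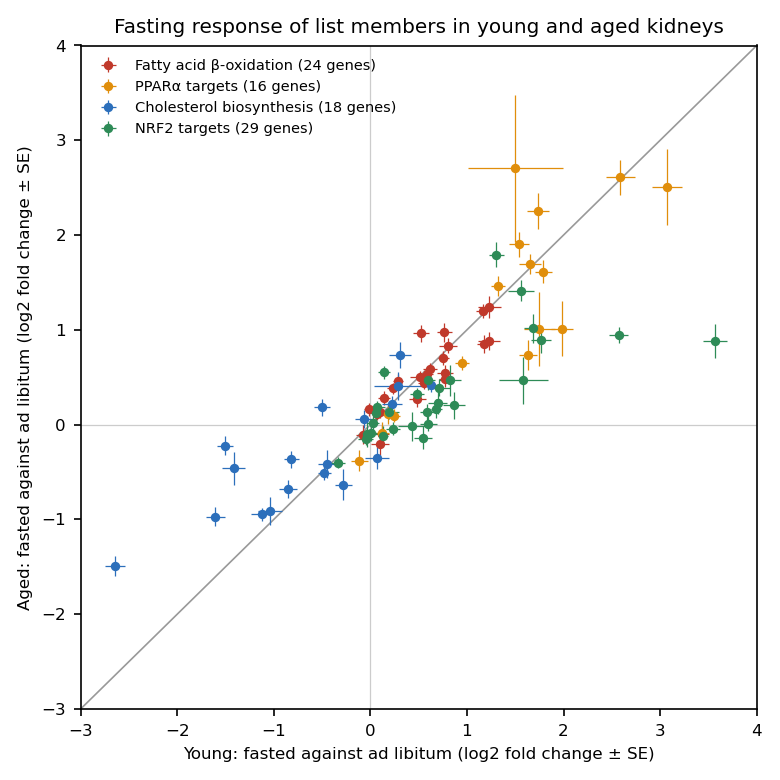
Log2 fold changes after fasting of the measured members of 4 gene lists, young kidneys on the horizontal and aged kidneys on the vertical axis, with standard errors as bars and the line of equal change in gray. Of fatty acid β-oxidation (24 genes) 0 members, and of PPARα targets (16 genes) 1 member, differed between the ages by the test of the difference. Cholesterol biosynthesis (18 genes) lies mostly below 0 on both axes, and the NRF2 targets Cbr1 and Cbr3 lie far to the right of the line.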

**Table 2:** Top 15 canonical pathways overlapping in aged and young mice in response to fasting compared with ad libitum.

Canonical Pathways OVERLAP	P-value	Genes Ratio
LPS/IL-1 Mediated Inhibition of RXR Function	7.85E-07	18/245 (7.3%)
LXR/RXR Activation	1.27E-06	13/139 (9.4%)
Fatty Acid β-oxidation I	2.00E-06	7/45 (15.6%)
Superpathway of Cholesterol Biosynthesis	2.85E-05	6/87 (6.9%)
Dopamine Degradation	1.10E-04	5/38 (13.2%)
Androgen Biosynthesis	1.50E-04	4/26 (15.4%)
Alanine Degradation III/Biosynthesis II	4.22E-04	2/6 (33.3%)
Retinoate Biosynthesis I	4.57E-04	5/37 (13.5%)
Stereate Biosynthesis I (Animals)	7.01E-04	5/49 (10.2%)
NRF2-mediated Oxidative Stress Response	1.29E-03	11/195 (5.6%)
Serotonin Degradation	1.56E-03	6/78 (7.8%)
TR/RXR Activation	1.84E-03	7/109 (6.4%)
FXR/RXR Activation	1.97E-03	7/110 (6.4%)
Cholesterol Biosynthesis I	2.12E-03	3/40 (7.5%)
Bile Acid Biosynthesis, Neutral Pathway	2.12E-03	3/58 (5.2%)

Canonical pathways overlapping in aged and young mice after 3 days of fasting with their corresponding geometric mean p-value and the percentage of regulated genes.

Because of their relatively high fold change and their involvement in processes regulated by fasting found in the analysis, *Pparα*, *Gst2*, *Cyp4a14* and *Sc4mol* were validated by qRT-PCR. The qRT-PCR data confirmed the up-regulation of *Pparα*, *Gst2*, *Cyp4a14* with fold increases of 2.5, 8.0 and 106 respectively in young and 2.2, 3.4 and 147, respectively in aged kidneys. The down-regulation of *Sc4mol* was also validated with qRT-PCR and showed a significant 1.77-fold decrease in young and 1.72-fold in aged kidneys (Table 3).

**Table 3:** Validation via qRT-PCR of four genes found to be significant in the array analysis.

Gene	Aged (Affy)	Aged – qPCR	Young (Affy)	Young – qPCR
*Pparα*	2.53/3.00e-09	2.5/6.83e-07	2.74/1.45e-05	2.2/0.0005
*Gsta2*	5.52/2.45e-08	8.0/3.12e-05	8.72/3.73e-05	3.4/1.52e-05
*Cyp4a14*	344.47/4.11e-09	106/6.16e-06	126.72/9.85e-07	147/0.0003
*Sc4mol*	−2.64/5.16e-07	−1.77/0.005	−4.98/1.69e-06	−1.72/0.007

Fold ratios and corresponding p-values obtained via microarray analysis (Affy) and qRT-PCR (qPCR) of four genes found to be significant in the performed array analysis.

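On the arrays, Ppara, the fasting-activated nuclear receptor, rose in both ages at each of its 3 probe sets. Log2 fold changes lay from 0.87 to 0.93 in aged and from 0.91 to 1.01 in young kidneys. At its dimmest probe set the 5 fasted aged mice were between 8.56 and 8.75 and the 5 ad libitum fed aged mice between 7.69 and 7.79 on the log2 scale (log2 fold change 0.93, standard error 0.06, adjusted p = 4.94e-06 from limma). Gsta2, a glutathione transferase, rose in aged kidneys by 1.42 (standard error 0.11) and 1.71 (standard error 0.14) at its 2 probe sets, and in young kidneys by 1.56 (standard error 0.13) and 2.17 (standard error 0.21). Msmo1, the sterol methyl oxidase also called Sc4mol, had a log2 fold change of -0.97 (standard error 0.10, adjusted p = 0.000144) in aged and -1.60 (standard error 0.10, adjusted p = 1.69e-06) in young kidneys, a difference of 0.64 between the ages (adjusted p = 0.0313). Its second probe set was at -0.07 (adjusted p = 0.68) in aged and -0.14 (adjusted p = 0.176) in young kidneys. The group mean log2 levels of that probe set were 2.48 to 3.21, below the array medians of 3.44 to 4.21. Its lack of change therefore does not show whether the transcript responds. The Gsta2 values correspond to fold changes of 3.27 in aged and 4.49 in young kidneys at the probe set with the larger change.

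**Figure D2:**
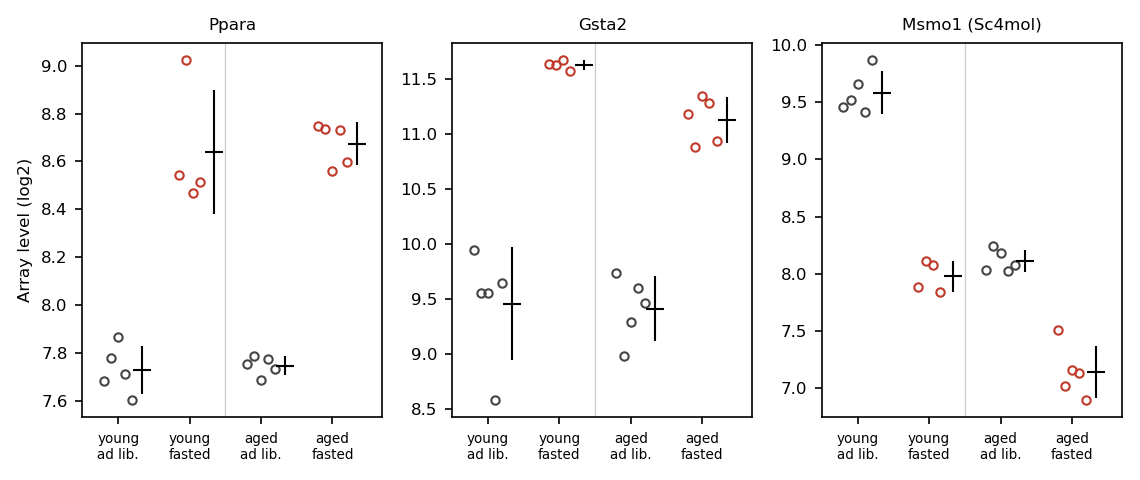
Log2 array levels of Ppara, Gsta2 and Msmo1 in each mouse (circles, fasted in red), with the mean and SD of each group beside them (5 young ad libitum fed, 4 young fasted, 5 aged ad libitum fed and 5 aged fasted mice). Fasted mice lie above ad libitum fed mice for Ppara and Gsta2 and below them for Msmo1 in both ages, and levels are not compared between the ages.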

## Discussion

With publications dating back 80 years, dietary restriction is one of the most extensively investigated interventions in biology [18], [19]. Long-term DR leads to prolongation of health- and lifespan in many animal species [11] as well as an increase in acute stress resistance [20]. Induction of organ ischemia is a widely used model to examine the effects of DR, since it has been shown to increase the resistance against ischemic injury in organs like heart and brain [21], [22]. Previous research done in one of our laboratories showed that applying short periods of DR (2 and 4 weeks 30% DR) as well as 3 days of fasting, conveyed strong protection against morbidity and mortality induced by IRI in the kidney as well as decreased morbidity and improved liver function in a non-lethal liver IRI model [9], [23], [24]. A drawback of the majority of reports is that for practical reasons the same animal model was utilized, namely healthy young (8–12 weeks) male mice of one genetic background (C57BL/6). These mice poorly represent the heterogeneous human population. In particular, this is valid for ECD which are older and usually overweight. In this study, we showed that preoperative fasting strongly protects both male and female aged-overweight mice against renal IRI, with a significantly reduced mortality after IRI and better preserved kidney function and morphology. Compared to young mice, the recovery of body weight in fasted aged mice takes longer, probably at least in part due to their greater fat reserve and therefore reduced need to restore body weight in order to survive. Previously we observed that fasted young mice started eating shortly after surgery and showed a rapid increase in body weight. We showed that postoperative food intake and associated weight gain did not contribute to the observed protection [9]. The prolonged modest postoperative weight loss in the fasted aged mice provides additional evidence that postoperative feeding is not involved. In addition, the relative body weight loss in aged mice was less than in the young cohort, leaving these mice with more remaining body fat after fasting and IRI. These results indicate that weight loss and reduction of body fat coincide with but do not contribute to the protection against IRI induced by preoperative deprivation of food.

We compared and analyzed the overlap of gene expression data of young and aged mice via microarray analysis, narrowing down genes and pathways possibly involved in the effect of fasting. We found a striking corresponding directionality in overlapping genes of both groups with the changes being more pronounced and more often significant in the young group. Possibly, aged organs and tissues are not able to mount a more vigorous response compared to young animals. Alternatively or in addition, it could be that fasting of overweight mice triggers less extreme responses because of the presence of larger reserves. Taken together, the survival and kidney function data as well as the gene expression findings suggest that fasting has a more robust effect in young mice, although in aged mice it is still sufficient to induce a protective effect against IRI.

Although extended criteria donors are getting more and more accepted as an alternative for optimal donors, the outcome after transplantation of an ECD kidney is worse, with higher risks of DGF, acute rejection and graft failure [25]. Since age is a factor that cannot be influenced, reducing the consequences of ischemia is all the more warranted. To elucidate the mechanisms responsible for the protective effect induced by fasting, we performed microarray analysis after fasting. Our analysis revealed several interesting pathways regulated in kidneys from both young-lean and aged-overweight male mice, thereby being independent of age, weight and genetic background. After clustering of the pathways according to their known or predicted biological function, three biological processes stood out, namely: retinol biosynthesis, fatty acid oxidation and the stress response pathway Nrf2 (see Tables 1 and2). 

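At their brightest probe sets the retinoid X receptor genes Rxra and Rxrb did not pass the test within either age. Rxra, at its brightest probe set, had a log2 fold change of -0.25 in aged (standard error 0.07, adjusted p = 0.0593 from limma) and 0.16 in young kidneys (standard error 0.07, adjusted p = 0.181), and the difference between the ages passed the test (-0.41, adjusted p = 0.0422). A dimmer Rxra probe set rose in young kidneys (0.30, adjusted p = 0.0409) and was at 0.13 in aged ones (adjusted p = 0.585). Its young group means of 3.90 and 4.21 lie near or below the young array medians, so this rise is that of a dim signal. The dimmest Rxra probe set was at 0.02 in aged and 0.02 in young kidneys. Its group means of 2.67 to 3.12 lie below the array medians, so it does not show whether the gene responds. Rxrb was at -0.02 in aged and -0.08 in young kidneys (adjusted p = 0.953 and 0.525). The Rxrg probe set had group mean log2 levels of 3.15 to 3.52, near or below the array medians of 3.44 to 4.21, so its lack of change (-0.09 and 0.03) does not show whether this gene responds. Of 15 RXR and partner nuclear receptors, 1 rose in aged kidneys, 0 fell and 14 did not pass the test (1 rose and 1 fell when adjusted over the list alone). In young kidneys 4 rose, 2 fell and 9 did not pass the test (5 rose and 2 fell when adjusted over the list alone). The constitutive androstane receptor Nr1i3 was at 0.55, the liver X receptor Nr1h3 at -0.51 and Ppard at -0.78. The Nr1i3 means of 3.22 and 3.77 in young kidneys also lie below the young array medians, so its rise is that of a dim signal. Camera called this list in neither age (adjusted p = 0.897 in aged and 0.167 in young).
Genes of retinol and retinoate metabolism moved both ways. Of 29 measured, 5 rose, 3 fell and 21 did not pass the test in aged kidneys (6 rose and 5 fell when adjusted over the list alone), and 7 rose, 6 fell and 16 did not pass it in young kidneys (9 rose and 6 fell when adjusted over the list alone). Aldh1a1 and Aldh1a7 rose in aged kidneys by 1.65 (standard error 0.15) and 1.72 (standard error 0.10), while the retinol dehydrogenase Rdh5 had log2 fold changes of -0.84 (standard error 0.11) in aged and -0.99 (standard error 0.08) in young kidneys. Rdh10, which oxidises retinol, was at -0.93 in young kidneys (standard error 0.07) and at -0.32 in aged ones (adjusted p = 0.236). Camera adjusted p values for the list were 0.473 in aged and 0.434 in young kidneys.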

Up-regulation of the retinoid X receptors (RXRs) together with retinol biosynthesis was responsible for over a quarter of all overrepresented pathways. RXRs are able to bind with multiple factors like the peroxisome proliferator-activated receptors (PPARs). Depending on the different complexes made, RXRs are involved in many processes. They are able to reduce inflammatory processes and contribute to the reduction of the acute phase response, an inflammatory response occurring after invasive surgery resembling renal IRI [26]. 

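Of 14 measured genes of fatty acid synthesis, 5 fell, 0 rose and 9 did not pass the test in aged kidneys (6 fell and 1 rose when adjusted over the list alone). In young kidneys 6 fell, 3 rose and 5 did not pass the test (7 fell and 3 rose when adjusted over the list alone). Fatty acid synthase (Fasn) had log2 fold changes of -1.09 (standard error 0.25, adjusted p = 0.0214 from limma) in aged and -1.18 (standard error 0.13, adjusted p = 0.000114) in young kidneys. The desaturase Fads2 fell in young kidneys (-0.92, standard error 0.12) and was at -0.36 in aged ones (adjusted p = 0.11). Members that rose in young kidneys included Acacb, the acetyl-CoA carboxylase that restrains mitochondrial fatty acid entry (0.95, standard error 0.11), and Dgat2, which forms triglycerides for storage (0.49, standard error 0.06). In aged kidneys these were at 0.31 (adjusted p = 0.251) and 0.33 (adjusted p = 0.0513). The list was called in neither age (camera adjusted p = 0.159 in aged and 0.291 in young). With the level of brown adipocyte markers as a covariate, a setting added after seeing the data, it was called down in aged kidneys (camera adjusted p = 0.0482). In young kidneys it was not called in that setting either (camera adjusted p = 0.13). Without aged ad libitum fed mouse36 only 2 genes of the list fell in aged kidneys, and Fasn did not pass (adjusted p = 0.0581). The number was also 2 without aged fasted mouse42, and 3 without any one of aged ad libitum fed mouse34 and mouse43 and aged fasted mouse33, mouse38 and mouse41.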

Activation of RXR also stimulates fatty acid oxidation and transport and is thus partially responsible for the enrichment in fatty acid pathways found after short-term fasting leading to reduced fat synthesis and storage and increased oxidation in order to burn fat for the production of energy as part of a redesign of metabolic processes upon lack of food [27]. Nrf2 and genes involved in the Nrf2-pathway were found to be significantly up-regulated in kidneys of both young and aged mice after 3 days of fasting, although less pronounced in the aged cohort. 

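The probe sets of Nfe2l2, the gene of Nrf2, gave different pictures. The brighter one rose in aged kidneys (log2 fold change 0.55, standard error 0.07, adjusted p = 0.000324 from limma) and was at 0.14 in young kidneys (standard error 0.06, adjusted p = 0.154), with a difference between the ages of 0.41 (adjusted p = 0.0148). The dimmer one rose by 1.77 in aged (standard error 0.31, adjusted p = 0.00456) and by 2.57 in young kidneys (standard error 0.11, adjusted p = 2e-07), and its difference of -0.81 did not pass the test (adjusted p = 0.347). On this probe set aged fasted mouse42 was at a log2 level of 5.79, while the other 4 aged fasted mice were between 7.22 and 7.77. Hmox1, the gene of heme oxygenase 1, was at -0.02 in aged (standard error 0.15, adjusted p = 0.968) and 0.43 in young kidneys (standard error 0.14, adjusted p = 0.059).
The list of 29 NRF2 targets responded less in aged than in young kidneys by the test of the difference itself (camera adjusted p = 2.87e-08, and adjusted p = 0.00994 with an estimated correlation). In this test 7 targets had a negative and 1 a positive difference, and 21 did not pass (12 negative and 2 positive when adjusted over the list alone). The carbonyl reductases led these, with log2 fold changes of 0.95 for Cbr1 (standard error 0.08) and 0.88 for Cbr3 (standard error 0.18) in aged kidneys. There Cbr3 did not pass an ordinary per-probe-set test without moderation (adjusted p = 0.0653). Of 15 antioxidant enzymes, 5 rose, 0 fell and 10 did not pass the test in young kidneys (5 rose and 2 fell when adjusted over the list alone), among them glutaredoxin (Glrx) at 0.79. With any one young array left out, 1 or 2 of them rose.

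**Figure D3:**
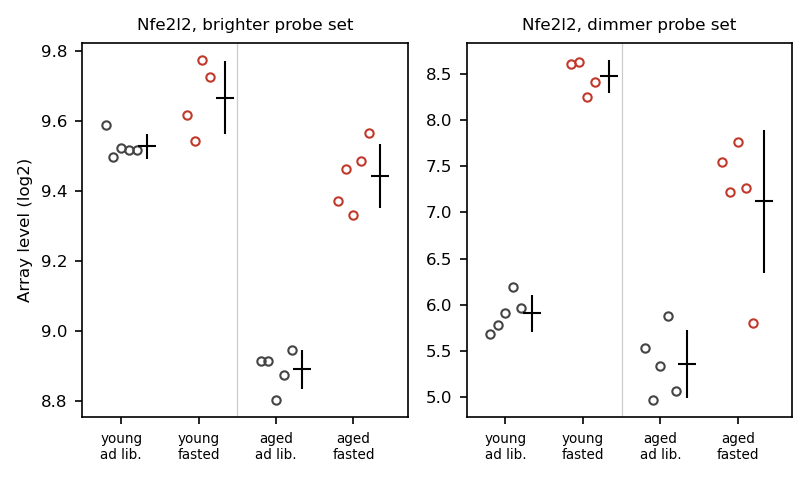
Log2 array levels of the brighter and the dimmer Nfe2l2 probe set in each mouse (circles, fasted in red), with the mean and SD of each group (5 young ad libitum fed, 4 young fasted, 5 aged ad libitum fed and 5 aged fasted mice). On the dimmer probe set 1 aged fasted mouse, at 5.79, lies among the ad libitum fed mice, and levels are not compared between the ages.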

Nrf2, nuclear factor-erythroid 2 p-45 related factor 2, is known to have both anti-oxidant and anti-inflammatory features and, more specific to IRI, a deficiency of Nrf2 leads to aggravation of ischemic injury in mice [28]–[30]. Previously, we showed that a downstream product of Nrf2, heme oxygenase 1 (HO-1), is markedly increased by 3-day fasting in young mice [9]. Together with the pronounced Nrf2-mediated oxidative stress response pathway found in the current analysis, Nrf2 is likely involved in the stress resistance phenotype after DR in both young-lean and aged-overweight mice. It was recently shown that a Nrf2 activator, CDDO-imidazolide, is able to improve survival after a renal IRI model in mice, inducing similar outcome found with fasting in our mouse model [31]. Whether Nrf2 induction would lead to the same beneficial effects induced by DR and would be safe and feasibly in the clinic, is to be elucidated.

The up-regulation of pathways involved in stress resistance suggests that DR induces a protective state. In addition, we previously showed in young animals that this protection was associated with decreased levels of oxidative injury, cytokine production and inflammation and at six hours after IRI, levels of the pro-inflammatory cytokine interleukin 6 (IL-6) were significantly lower in DR compared to ad libitum fed mice [9], [24]. These early effects support the concept that DR preconditions a protective stress response resulting in a better recovery rather than a faster recovery per se.

In summary, we have shown that fasting induces a robust protection against renal IRI in aged-overweight F1-FVB/C57BL6-hybrid mice as it does in young-lean C57BL/6 mice. These findings suggest a general protective response induced by DR against IRI regardless of age, gender, body weight and genetic background. Gene expression profiles of kidneys of both young and aged mice after fasting show the involvement of retinol biosynthesis as well as stress response pathways. Whether these effects are cell-autonomous or influenced by systemic factors remains unknown and needs further clarification. Finally, contrary to common believe short-term preoperative dietary restriction rather than hyper alimentation improves stress resistance and recovery from surgically induced renal IRI. Therefore, translation of preoperative dietary restriction to the clinic seems to be the next logical step, whereby older and overweight patients do not have to be excluded from its benefits.

## Experimental Procedures

### Ethics statement

All animal experiments are done according to the Dutch National Experiments on Animal Act via the EU adopted Directive 86/609/EEC (1986) and had the approval of the local Animal Experiments Committee of the National Institute of Public Health and the Environment (RIVM), the Netherlands (protocol number: 201100308). To ameliorate suffering of the animals, the mice were given 0.5 ml PBS supplemented with 2.4 µg buprenorphine after surgery in order to compensate for fluid loss and provide analgesia and an identical analgesic dose of buprenorphine was administered in the morning after surgery. The method of sacrifice was exsanguination, done under anesthesia by intramuscular injection of a Ketamine–Rompun mixture.

### Animals

All aged mice were bred, raised and kept under identical SPF conditions as described [32]. Male (n = 16) and female (n = 22) wild type FVB-C57BL/6J F1-hybrid mice, with an average age of 72 and 74 weeks and average weight of 47.1 and 47.4 grams, respectively, were used. Animals were kept under standard laboratory conditions (temperature ±20°C, 12 hour light/12 hour dark) with either 1 animal (male) or 2 animals (females) per cage and were allowed free access to water and food (Special Diet Services, UK) unless noted otherwise. The conditions of and procedures done in the young male C57BL/6J mice are described elsewhere [9].

### Preoperative fasting

Mice were pair matched based on body weight and sex. Subsequently, the animals were randomly assigned to one of two groups. The first group had unlimited access to food and water preoperatively. The average amount of food eaten in the ad libitum fed male and female group was approximately 5.7 and 4.4 grams/day respectively. The second group was fasted for three days preoperatively with no access to food and unlimited access to water. Fasted animals did not show any morbidity due to the fasting. Directly after surgery, all mice had unlimited access to food and water. For the microarray analysis, 10 other male mice were also assigned to either ad libitum food or fasting for three days, after which the mice were sacrificed.

### Surgical procedure

Renal IRI was performed as described previously [9], [14]. In brief, mice were anaesthetized by isoflurane inhalation (5% isoflurane initially and then 2–2.5% with oxygen for maintenance). A midline abdominal incision was performed and the renal artery and vein of both kidneys were exposed. In the male mice, the pedicles of both kidneys were occluded for 37 minutes. As female mice are more resistant to ischemic renal damage [33], [34], the ischemic time in female mice was extended to 60 minutes. Purple discoloration of the kidneys confirmed ischemia macroscopically. After removal of the clamps, reperfusion was confirmed when the kidney color turned back to normal. The incision was closed in two layers with 5/0 sutures. After closure, the animals were subcutaneously injected with 0.5 ml PBS supplemented with 2.4 µg buprenorphine in order to compensate for fluid loss and provide analgesia. An identical analgesic dose of buprenorphine was administered in the morning after surgery to ameliorate suffering. The mice used for microarray analysis did not undergo renal IRI, instead were sacrificed right after the dietary intervention.

### Follow-up and serum measurements

The animals were followed up to 28 days postoperatively unless they died or were sacrificed as a result of morbidity (ruffled fur, decreased mobility, cold to the touch, excessive weight loss), or noted otherwise. During follow-up, they were inspected at least daily. Body weight was measured daily in the first postoperative week and on day 10, 14, 17, 21 and 28 if applicable. At day 28, all remaining animals were euthanized after which the abdominal cavity was opened for inspection of the kidneys. A blood sample of 50 µl was collected by orbital puncture while the animals were anaesthetized as well as on postoperative day 1, 2, 3, 7 and 28 if applicable. Serum urea and creatinine levels were measured using the QuantiChrom assay kits (DIUR-500 and DICt-500, Gentaur Europe, Brussels, Belgium). Statistical analysis was performed with IBM SPSS statistics version 20.0, GraphPad Prism version 5.0, R software and/or Microsoft Excel. Statistical significance was defined as p-value <0.05 unless noted otherwise. For assessment of the kidney function, the one-way ANOVA was used including the Bonferroni test for multiple comparisons. Means were compared using either the non-parametric Mann-Whitney U test or the independent t-test for parametric data. The survival curves were compared using the Log-rank (Mantel-Cox) test and visualized by the Kaplan-Meier curve.

### Histology

After euthanasia, both kidneys were harvested. Half of the left and the right kidney of each mouse were fixed in formalin for histological analysis in Hematoxylin and Eosin (HE) stained sections. Kidneys were analyzed in a blinded manner. Semi quantitative scoring of the severity of the lesions was performed for acute tubular necrosis (0–5) and tubular epithelial regeneration (0–4). Scores were defined as: 0 =  none; 1 = minimal; 2 = mild; 3 = moderate; 4 = marked and, if applicable, 5 = severe necrosis or regeneration. Pathology scores were analyzed with the Kruskal-Wallis test for K independent samples and the Dunn's test for multiple comparisons.

### Microarray analysis

Of the 10 male mice used for microarray analysis, half of both the left and the right kidney (taken in longitudinal direction) were snap frozen in liquid nitrogen until further analysis directly after fasting. For gene expression analysis, total RNA was extracted from frozen kidney tissue using the QIAzol lysis Reagent and miRNAeasy Mini Kit (QIAGEN, Hilden, Germany), as described in the Qiagen protocol (males: fasted n = 5, ad libitum n = 5). Addition of wash buffers RPE and RWT (QIAGEN) was done mechanically by using the QIAcube (QIAGEN, Hilden, Germany) via the miRNeasy program. RNA was eluted in RNase free water and stored at −80°C. The concentration of RNA was measured by Nanodrop (Thermo Scientific). Quality assessment of the RNA was done using the 2100 Bio-Analyzer (Agilent Technologies, Amstelveen, the Netherlands). The quality of the RNA is expressed as the RNA integrity number (RIN, range 0–10). Samples with a RIN below 8 were excluded from analysis. RNA was further processed for hybridization to Affymetrix HT MG-430 PM Array Plates at the Microarray Department of the University of Amsterdam, the Netherlands according to Affymetrix protocols. Four to six biological replicates were used for each group. Quality control and normalization were performed using the pipeline at the www.arrayanalysis.org website (Maastricht University, the Netherlands). Normalization was done via the Robust Multichip Average (RMA) algorithm. Normalization output consisted of data for 45141 probe sets, with several probe sets corresponding to the same Entrez Gene ID. Complete raw and normalized microarray data and their MIAME compliant metadata have been deposited at GEO (www.ncbi.nlm.nih.gov/geo) under accession number GSE52982. Gene expression data were compared using ANOVA with correction for multiple testing using the false discovery rate (FDR) according to Benjamini and Hochberg [35]. Fold changes are expressed as the geometric mean per fasted group against the corresponding ad libitum group. Cutoff values for a significant difference were put at FDR <5%. Functional annotation and overrepresentation analyses were performed with Ingenuity software (http://www.ingenuity.com/products/ipa). For comparison analysis with young male mice, the same procedure was performed in kidney tissue of male C57BL/6J mice (fasted n = 4, ad libitum fed n = 5). For the analyses done in the genes overlapping between aged-overweight and young-lean male mice, the mean fold ratios and geometric mean p-values of both groups were used. No female mice were available for the microarray analysis in young and aged mice.

## Supporting Information

File S1 **Combined file of supporting tables.** **Table S1**: Top genes up-regulated in aged mice fasted for 3 days. Top gene lists of up-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. **Table S2**: Top genes down-regulated in aged mice fasted for 3 days. Top gene lists of down-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. **Table S3**: Top genes up-regulated in young mice fasted for 3 days. Top gene lists of up-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. **Table S4**: Top genes down-regulated in young mice fasted for 3 days. Top gene lists of down-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed.
(ZIP) Click here for additional data file.

# Supplementary material for: Preoperative Fasting Protects against Renal Ischemia-Reperfusion Injury in Aged and Overweight Mice
**Source:** PLoS One. 2014 Jun 24;9(6):e100853. doi: 10.1371/journal.pone.0100853
**Supplement:** File S1 — Combined file of supporting tables. Table S1: Top genes up-regulated in aged mice fasted for 3 days. Top gene lists of up-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S2: Top genes down-regulated in aged mice fasted for 3 days. Top gene lists of down-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S3: Top genes up-regulated in young mice fasted for 3 days. Top gene lists of up-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S4: Top genes down-regulated in young mice fasted for 3 days. Top gene lists of down-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed.

**Table S4. Top genes down-regulated in young mice fasted for 3 days**

| **Genes YOUNG down-regulated** | **Symbol** | **Log FR** | **P-value** |
| --- | --- | --- | --- |
| Solute carrier family 22, member 7 | SLC22A7 | -3.713 | 8.28E-08 |
| Kinesin family member 20B | KIF20B | -3.379 | 4.11E-06 |
| Hydroxy-delta-5-steroid dehydrogenase 3, beta- and steroid-isomerase 1 | HSD3B1 | -2.950 | 1.04E-06 |
| Branched chain amino-acid transaminase 1 | BCAT1 | -2.838 | 1.94E-05 |
| Histone cluster 2, H3c | HIST2H3C | -2.818 | 5.05E-07 |
| major facilitator superfamily domain containing 2A | MFSD2A | -2.756 | 1.27E-04 |
| isopentenyl-diphosphate delta isomerase 1 | IDI1 | -2.712 | 2.96E-08 |
| solute carrier family 9, subfamily A, member 8 | SLC9A8 | -2.679 | 1.07E-07 |
| gamma-aminobutyric acid (GABA) A receptor, beta 3 | GABRB3 | -2.502 | 1.25E-05 |
| solute carrier family 7, member 13 | SLC7A13 | -2.418 | 3.09E-02 |
| heat shock transcription factor 2 binding protein | HSF2BP | -2.337 | 7.43E-07 |
| myosin VA (heavy chain 12, myoxin) | MYO5A | -2.334 | 5.95E-06 |
| synapsin III | SYN3 | -2.324 | 4.15E-06 |
| collagen, type III, alpha 1 | COL3A1 | -2.229 | 1.05E-06 |
| ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 1 | ST8SIA1 | -2.212 | 7.42E-07 |
| chemokine ligand 9 | CXCL9 | -2.184 | 1.17E-04 |
| ornithine decarboxylase 1 | ODC1 | -2.106 | 4.25E-07 |
| cytochrome P450, family 51, subfamily A, polypeptide 1 | CYP51A1 | -2.088 | 2.82E-07 |
| family with sequence similarity 151, member A | FAM151A | -2.018 | 5.95E-06 |
| GRB10 interacting GYF protein 2 | GIGYF2 | -1.968 | 6.45E-06 |
| aldo-keto reductase family 1, member C3 | AKR1C3 | -1.943 | 1.11E-04 |
| C1q and tumor necrosis factor related protein 3 | C1QTNF3 | -1.943 | 1.60E-06 |
| midkine (neurite growth-promoting factor 2) | MDK | -1.937 | 6.72E-05 |
| kinesin family member 12 | KIF12 | -1.928 | 8.78E-08 |
| SLIT and NTRK-like family, member 6 | SLITRK6 | -1.890 | 9.74E-05 |
| McKusick-Kaufman syndrome | MKKS | -1.843 | 2.30E-05 |
| 3-hydroxy-3-methylglutaryl-CoA reductase | HMGCR | -1.838 | 7.06E-06 |
| solute carrier family 35, member F1 | SLC35F1 | -1.809 | 6.67E-07 |
| solute carrier family 34, member 3 | SLC34A3 | -1.782 | 3.50E-05 |
| C-type lectin domain family 2, member h | Clec2h | -1.780 | 7.84E-05 |
| guanylate binding protein 6 | Gbp6 | -1.778 | 1.10E-04 |
| solute carrier family 8, member 1 | SLC8A1 | -1.770 | 6.25E-06 |
| UDP-Gal:beta GlcNAc beta 1,4- galactosyltransferase, polypeptide 5 | B4GALT5 | -1.755 | 6.58E-07 |
| protein Z, vitamin K-dependent plasma glycoprotein | PROZ | -1.745 | 9.18E-07 |
| centromere protein J | CENPJ | -1.737 | 1.24E-06 |
| histone cluster 1, H2ab | Hist1h2ab | -1.708 | 5.22E-05 |
| UDP glucuronosyltransferase 2 family, polypeptide B15 | UGT2B15 | -1.680 | 6.53E-04 |
| annexin A13 | ANXA13 | -1.678 | 1.23E-04 |
| glycerate kinase | GLYCTK | -1.611 | 7.42E-07 |

**Table S4.** Top gene lists of down-regulated genes in young-lean mice fasted for 3 days, with corresponding
symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (-)1.609) are listed.

# Supplementary material for: Preoperative Fasting Protects against Renal Ischemia-Reperfusion Injury in Aged and Overweight Mice
**Source:** PLoS One. 2014 Jun 24;9(6):e100853. doi: 10.1371/journal.pone.0100853
**Supplement:** File S1 — Combined file of supporting tables. Table S1: Top genes up-regulated in aged mice fasted for 3 days. Top gene lists of up-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S2: Top genes down-regulated in aged mice fasted for 3 days. Top gene lists of down-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S3: Top genes up-regulated in young mice fasted for 3 days. Top gene lists of up-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S4: Top genes down-regulated in young mice fasted for 3 days. Top gene lists of down-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed.

**Table S1. Top genes up-regulated in aged mice fasted for 3 days**

| **Genes AGED up-regulated** | **Symbol** | **Log FR** | **P-value** |
| --- | --- | --- | --- |
| Cytochrome P450, family 4, subfamily a, polypeptide 14 | Cyp4a14 | 5.842 | 5.46E-06 |
| 3-hydroxy-3-methylglutaryl-CoA synthase 2 | HMGCS2 | 5.125 | 1.48E-06 |
| Phosphoenolpyruvate carboxykinase 1 | PCK1 | 3.260 | 1.83E-04 |
| Acyl-CoA thioesterase 1 | ACOT1 | 2.609 | 6.18E-06 |
| Pyruvate dehydrogenase kinase, isozyme 4 | PDK4 | 2.508 | 2.44E-03 |
| Solute carrier family 38, member 3 | SLC38A3 | 2.365 | 5.57E-05 |
| Cytochrome P450, family 4, subfamily a, polypeptide 11 | Cyp4a11 | 2.250 | 2.15E-05 |
| Mitochondrial amidoxime reducing component 1 | MARC1 | 2.209 | 6.23E-03 |
| WD repeat and SOCS box containing 1 | WSB1 | 2.020 | 3.64E-06 |
| Inhibitor of DNA binding 1 | ID1 | 1.937 | 6.18E-06 |
| Kv channel-interacting protein 2 | Kcnip2 | 1.913 | 6.50E-06 |
| inhibitor of DNA binding 3 | ID3 | 1.903 | 7.35E-06 |
| acyl-CoA thioesterase 1 | Acot1 | 1.902 | 4.94E-06 |
| betaine--homocysteine S-methyltransferase | BHMT | 1.890 | 2.60E-02 |
| insulin-like growth factor binding protein 1 | IGFBP1 | 1.860 | 8.55E-03 |
| group-specific component (vitamin D binding protein) | GC | 1.853 | 3.60E-03 |
| apolipoprotein D | APOD | 1.808 | 3.82E-03 |
| fibrinogen alpha chain | FGA | 1.802 | 9.00E-04 |
| microsomal glutathione S-transferase 1 | MGST1 | 1.792 | 6.30E-06 |
| nuclear factor, erythroid 2-like 2 | NFE2L2 | 1.767 | 4.56E-03 |
| fibrinogen gamma chain | FGG | 1.766 | 1.29E-02 |
| complement component 3 | C3 | 1.756 | 1.18E-04 |
| aldehyde dehydrogenase family 1, subfamily A7 | Aldh1a7 | 1.722 | 2.02E-06 |
| glutathione S-transferase alpha 5 | GSTA5 | 1.708 | 1.63E-05 |
| amylase, alpha 1A (salivary) | AMY1A | 1.706 | 1.16E-03 |
| acyl-CoA thioesterase 2 | ACOT2 | 1.705 | 1.48E-06 |
| ATP-binding cassette, sub-family B (MDR/TAP), member 1B | Abcb1b | 1.662 | 5.84E-06 |
| aldehyde dehydrogenase 1 family, member A1 | ALDH1A1 | 1.655 | 4.12E-05 |
| arginase 2 | ARG2 | 1.641 | 8.57E-05 |
| cytochrome c oxidase subunit VIb polypeptide 2 (testis) | COX6B2 | 1.624 | 1.98E-06 |

**Table S1.** Top gene lists of up-regulated genes in aged-overweight mice fasted for 3 days, with
corresponding symbols, log fold ratios and p-values. All genes with a fold change >5
(log fold ratio (-)1.609) are listed.

# Supplementary material for: Preoperative Fasting Protects against Renal Ischemia-Reperfusion Injury in Aged and Overweight Mice
**Source:** PLoS One. 2014 Jun 24;9(6):e100853. doi: 10.1371/journal.pone.0100853
**Supplement:** File S1 — Combined file of supporting tables. Table S1: Top genes up-regulated in aged mice fasted for 3 days. Top gene lists of up-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S2: Top genes down-regulated in aged mice fasted for 3 days. Top gene lists of down-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S3: Top genes up-regulated in young mice fasted for 3 days. Top gene lists of up-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S4: Top genes down-regulated in young mice fasted for 3 days. Top gene lists of down-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed.

**Table S2. Top genes down-regulated in aged mice fasted for 3 days**

| **Genes AGED down-regulated** | **Symbol** | **Log FR** | **P-value** |
| --- | --- | --- | --- |
| Solute carrier family 22, member 7 | SLC22A7 | -2.670 | 7.74e-05 |
| Major facilitator superfamily domain containing 2A | MFSD2A | -2.357 | 2.03e-04 |
| Solute carrier family 8, member 1 | SLC8A1 | -2.302 | 1.76e-04 |
| Antisense Igf2r RNA | Airn | -2.097 | 1.17e-05 |
| Midkine | MDK | -1.850 | 2.84e-04 |
| Branched chain amino-acid transaminase 1 | BCAT1 | -1.686 | 1.64e-03 |
| Carbonix anhydrase IV | CA4 | -1.680 | 2.62e-06 |
| Isopentenyl-disphosphate delta isomerase 1 | IDI1 | -1.674 | 2.25e-05 |
| Solute carrier family 9, subfamily A, member 8 | SLC9A8 | -1.647 | 1.29e-06 |
| Ring finger protein 183 | RNF183 | -1.606 | 6.58e-05 |

**Table S2.** Top gene lists of down-regulated genes in aged-overweight mice fasted for 3 days,
with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5
(log fold ratio (-)1.609) are listed.

# Supplementary material for: Preoperative Fasting Protects against Renal Ischemia-Reperfusion Injury in Aged and Overweight Mice
**Source:** PLoS One. 2014 Jun 24;9(6):e100853. doi: 10.1371/journal.pone.0100853
**Supplement:** File S1 — Combined file of supporting tables. Table S1: Top genes up-regulated in aged mice fasted for 3 days. Top gene lists of up-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S2: Top genes down-regulated in aged mice fasted for 3 days. Top gene lists of down-regulated genes in aged-overweight mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S3: Top genes up-regulated in young mice fasted for 3 days. Top gene lists of up-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed. Table S4: Top genes down-regulated in young mice fasted for 3 days. Top gene lists of down-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols, log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (−)1.609) are listed.

**Table S3. Top genes up-regulated in young mice fasted for 3 days**

**Table S3**. Top gene lists of up-regulated genes in young-lean mice fasted for 3 days, with corresponding symbols,
log fold ratios and p-values. All genes with a fold change >5 (log fold ratio (-)1.609) are listed.

How the deposited data were processed for this re-analysis (not part of the article)

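Kidney RNA of 19 male mice that had no renal IRI was measured on Affymetrix HT MG-430 PM arrays, 1 array per mouse. The groups were 5 young ad libitum fed, 4 young fasted, 5 aged ad libitum fed and 5 aged fasted mice, with 3 days of fasting. The labels give the young mice as C57BL/6J of 10 to 14 weeks and 22 to 25 g and the aged mice as FVB-C57BL/6J F1 hybrids of 73 weeks and 47 g on average. The log2 values were made by the authors with background correction and normalization by the RMA algorithm through an online pipeline (versions not given in the sources used here) and deposited in one table of 45141 probe sets. Array medians differ between the ages and hardly within them, so the arrays seem to have been normalized separately for each age. Levels were therefore compared between diets within an age, and comparisons between ages concern the size of the diet effect, apart from the comparison of the ad libitum fed mice.

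All statistics were computed from the deposited log2 values in R 4.3.3 with limma 3.58.1 (linear models with moderated variances), separately for the aged and the young arrays. The difference between the fasting effects, and that between the ad libitum fed groups, came from one fit of the 4 group means to all 19 arrays. P values were adjusted by the Benjamini-Hochberg method over all probe sets. A probe set was called at an adjusted p of at most 0.05 with a fold change of at least 1.5, the thresholds of the paper's results. Differences between fasting effects were called without a fold minimum. The scripts were tested on simulated data with 200 changed probe sets, of which 99 of 100 at a log2 change of 1 were recovered for aged and 98 of 100 for young kidneys, with 4 and 2 unchanged probe sets called. For the difference between the fasting effects 92 of 100 were recovered, with 14 unchanged probe sets called.

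Probe sets were named from the annotation provided with the reference files: 28898 carry 1 gene symbol, 551 several, and 15692 were not listed. A gene was taken at the probe set with the highest mean level among those that name it alone. Probe sets for related transcripts, such as those of the Cyp4a, Acot and glutathione transferase families, can bind more than 1 of them. Some genes are not reported here.

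A total of 37 gene lists were written from general knowledge after reading the paper and its tables of top genes, whose values count as seen, and before the data were examined. They hold 587 entries, of which 512 had a named probe set. Each list was tested against all other genes by camera, with a preset correlation of 0.01 between members and, as an alternative, an estimated one. Adjustment was over all lists. Genes are named by a rule written before the data were examined: genes that the paper names in its text, the 10 genes with the largest rise and fall in each comparison among called genes whose arrays do not overlap between groups, the 10 with the smallest adjusted p in each direction for the difference between ages, and up to 4 members of each list. For over-representation of lists among genes called in both ages, Fisher's exact test was used.

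Alternatives set before the data were examined included an ordinary per-probe-set test without moderation, all arrays in one fit, array quality weights and variance trend with robust fitting. Others were quantile normalization, centring of arrays on their medians, removal of the 40 percent of probe sets with the lowest levels and other thresholds. The last were 1 probe set per gene or the mean of its probe sets, and leaving out each array in turn. Groupings were drawn at random to 100 in number, the real one included. Settings without aged fasted mouse33 and young fasted mouse339, or with the level of liver or of brown adipocyte markers as a covariate, were added after seeing the data. The slope of aged on young fold changes was corrected for the estimation error of the young values. Serum, histology, survival and RT-qPCR measurements were not analysed here.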

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

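The tests of liver tissue and of liver-type genes turned on by fasting in mouse33 were written before their values were read, and so were the groupings drawn at random. The tests of a wrong organ label, of fat tissue and of the smaller response in aged kidneys were chosen after the results were seen.

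A single mouse lay far from the others in 21 of 216 groups of values examined, where chance gives about 1 in 20 groups. Median log2 levels of gene lists set apart aged fasted mouse33 for acute phase genes (6.16, next 4.18), tubular injury markers (5.63) and liver markers written before their values were read (5.19, next 3.05). The same held for aged fasted mouse39 for interferon-induced genes (5.50) and adrenal markers (2.75), and for aged fasted mouse38 for smooth muscle markers (4.34). Among aged ad libitum fed mice, mouse40 stood apart for macrophage markers (6.80), heat shock proteins (9.11) and liver markers (3.49), mouse36 for NRF2 targets (9.06), mouse34 for autophagy and atrophy genes (8.80) and mouse43 for cell cycle genes (3.42). Among young fasted mice, mouse339 did so for LXR targets (6.47, next 5.64) and mouse344 for cell cycle genes (4.25). Among young ad libitum fed mice, mouse346 did so for fatty acid β-oxidation (10.5, next 10.7) and mouse350 for tubular injury markers (5.42). Single probe sets set apart young ad libitum fed mouse346 for Nfe2l2 at its brighter probe set (9.59) and for Rxra at a dim one (4.13). Others were young ad libitum fed mouse349 for Gsta2 (8.58), young fasted mouse340 for Ppara (9.03) and aged fasted mouse42 for Nfe2l2 at its dimmer probe set (5.79).

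The fasting effect differed between the ages, by the test of the difference itself in limma, for 881 probe sets. Median log2 differences, aged minus young, of the gene lists that camera called for this comparison were 0.15 for cholesterol biosynthesis, -0.27 for NRF2 targets, 0.31 for LXR targets, -0.29 for glucocorticoid-responsive genes, 0.53 for interferon-induced genes, 0.49 for macrophage markers, -0.30 for brown adipocyte markers, 0.46 for heat shock proteins and -0.24 for autophagy and atrophy genes. With an estimated correlation the call of NRF2 targets alone remained. Genes with the smallest adjusted p among positive differences were Slc6a15 (1.18), Dzip3 (1.19), Akr1d1 (1.20), Hsd3b2 (1.93), Cyp51 (1.28), Gm10451 (1.09), Bhlhe40 (1.52), Slc9a8 (1.03), Sfpq (1.47) and Ect2 (1.21). Among negative differences they were Cyp2d22 (-1.35), Cbr1 (-1.63), Atoh7 (-1.90), Cbr3 (-2.68), Aldh1a1 (-1.65), Parp3 (-0.88), Sugp1 (-0.69), Gpd1 (-0.71), Il17rb (-1.11) and Rad18 (-1.06).

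In gene lists outside the pathways the paper discusses, at least 50% of the measured members moved one way within an age. Their median log2 fold changes were 0.38 in aged and 0.65 in young kidneys for gluconeogenesis and ammoniagenesis and -0.996 and -0.87 for androgen-induced genes. In young kidneys they were 0.60 for glucocorticoid-responsive genes, -0.56 for macrophage markers, -0.56 for erythroid markers, -0.18 for loop of Henle and distal tubule markers, -0.25 for heat shock proteins, 0.28 for autophagy and atrophy genes and 0.75 for immediate early genes. Camera called all of these, and with an estimated correlation only gluconeogenesis and ammoniagenesis in aged kidneys (adjusted p = 0.0203) and androgen-induced genes in young kidneys (adjusted p = 0.0266) remained. Brown adipocyte markers (0.73, camera adjusted p = 0.0802) and endoplasmic reticulum stress genes (-0.36, camera adjusted p = 0.0517) were not called as lists in young kidneys, while at least 50% of their members moved one way. Both lists also had members that moved the other way. Of 20 endoplasmic reticulum stress genes, 10 fell and 5 rose, and of 9 brown adipocyte markers, 5 rose and 1 fell. With any one young array left out but mouse344, 1 to 3 brown adipocyte markers rose. Between aged and young ad libitum fed kidneys 18063 probe sets were called, 866 up and 17197 down, under deposited values that seem to be normalized separately for each age. Quantile normalization gave 10923, 5361 up and 5562 down.

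Liver transcripts in aged fasted mouse33 were weighed first. The median over 33 unread liver markers of mouse33 minus the highest other aged fasted mouse was 0.752 log2 units, between the limits set for and against liver tissue in this sample, so this explanation stays open. A second reading of the same prediction, computed after the first was seen, set the median level of these markers in mouse33 against that of the next highest mouse and gave 2.14, and 28 of the 33 were higher in mouse33 than in every other aged fasted mouse. Fasting as the cause is argued against by a median of -0.123 (error 0.0800) for the same markers in the other 4 aged fasted mice against aged ad libitum fed ones. A liver sample under a kidney label is argued against by proximal tubule markers, which were -0.0589 log2 units from the other aged fasted mice.

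Brown adipocyte transcripts in young fasted kidneys were weighed second. Within groups, white adipocyte markers followed brown adipocyte markers over the 19 arrays (Pearson r 0.870, permutation p = 2e-05), which is the result predicted for fat tissue in some kidney samples. Leaving out the 2 arrays farthest from their group gave 0.785. A fasting response of brown adipocyte genes at both ages is argued against by a ratio of the aged to the young change of -0.0900, under the limit of 0.5 by more than its jackknife error (0.378) and by less than 2 such errors, with 0 of 9 markers risen and 1 fallen in aged kidneys (camera adjusted p = 0.927).

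The smaller fasting response in aged kidneys was weighed last. Wider spread among the aged arrays as its cause is argued against by the spread of fasting changes with the estimation error taken off, which was 0.679 of that in young kidneys (jackknife error 0.0530). Compressed signal on the aged arrays is argued against by a slope of aged on young ad libitum fed levels of 0.956. The arrays with the most liver transcripts are argued against by a slope of aged on young changes of 0.533 (jackknife error 0.0471) without them. Age, strain and body weight differ together, and none was tested as the biological cause. The seemingly separate normalization, and any difference in handling between the young and aged mice, go with age too.

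Groupings numbered 100, the real one included and the others drawn at random. Only 1 of 100, the real one, called as many probe sets in aged mice (851, highest other 23), in young mice (2398, highest other 1), between ages in ad libitum fed mice (18063, highest other 0) and for the difference of fasting effects (881, highest other 1). The count between ages cannot decide on chance. The ages seem to be normalized separately, and groupings that mix them carry that offset as spread. The same 1 of 100 held for list members that rose or fell in aged (116, highest other 2) and young mice (240, highest other 0). It also held for probe sets called in both ages (599, highest other 0) and for those of the same direction (8255, highest other 24), but these counts follow from the near absence of calls under other groupings and do not test the overlap or the share of the same direction themselves. It was 2 of 100 for the slope, before correction for error (0.479, highest other 0.512). For the number of lists called by camera it was 9 of 100 in aged mice (12, highest other 17) and 9 of 100 in young mice (15, highest other 16), so chance is not excluded for these numbers of lists. For each single list tested, the -log10 of the camera p was as large in 1 of 100, the real one. For fatty acid β-oxidation it was 19.8 in aged (highest other 11.2) and 14.1 in young mice (highest other 10.8). In the same order the values were 13.1 and 7.68, 15.5 and 9.30 for PPARα targets. They were 3.7 and 3.41, 5.82 and 5.10 for cholesterol biosynthesis, and 6.01 and 3.84, 13.3 and 10.5 for NRF2 targets. The lists were written after reading the paper's tables of top genes from these arrays, which favours the real grouping. The counts for single lists and for list members are therefore not an independent test of chance.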

How the results depend on the processing

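No paired analysis was made, because mouse numbers are not shared between groups and the labels name no pairs. The paper describes matching in pairs by body weight and sex, and the labels do not show whether the array mice were paired. Settings planned before the data were examined left the direction of the main results within each age unchanged. Without a fold minimum 2927 probe sets were called in aged and 8850 in young kidneys, 2036 of them in both in the same direction, and 37075 between the ages. With a fold change of at least 2 these were 208, 606, 155 and 8460, and 125 for the difference of fasting effects. With 1 probe set per gene they were 475, 1112, 339 and 6105, and 526 for the difference, as fewer probe sets are tested. Under an ordinary per-probe-set test without moderation 467 probe sets differed in fasting effect, and 228 did at an adjusted p of at most 0.01. The share of the same direction was 88.4% under the ordinary within-age test without moderation and 89.8% at an adjusted p of at most 0.01. It was 91.0% with a fold change of at least 1.5 in the age of the call. Between the ages quantile normalization gave 10923 calls, 5361 up and 5562 down, in place of 866 up and 17197 down, so the direction of this comparison depends on the normalization. With an estimated correlation 4 gene lists were called in aged and 4 in young kidneys. The slope fell to 0.449 with brown adipocyte markers as a covariate, a setting added after seeing the data. Leaving out each array in turn gave 736 to 976 calls in aged and 2302 to 2585 in young kidneys, 535 to 635 in both, 84.0 to 86.4% of the same direction, slopes of 0.508 to 0.55, and 511 to 1009 for the difference of fasting effects. Of 191 named genes, 86 passed in aged kidneys, 63 of them under every setting planned for single genes other than leaving out arrays. In young kidneys 160 passed, 133 of them under these settings. Leaving out each array in turn was counted separately and kept 71 in aged and 146 in young kidneys. In both ages 0 were reversed. The mean of a gene's probe sets was planned for gene lists only, and under it 1 list member reversed: Slc22a6 in young kidneys was at 0.08 with the mean of its probe sets and at -0.32 with the brightest one. Apart from what is stated, the cause of these changes was not tested. The signal of dim probe sets limits their fold changes.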

Differences from the paper's values

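The counts of called probe sets, the overlap and the share of the same direction lie near the paper's at its thresholds. The paper gives 854 probe sets in aged kidneys (454 up and 400 down), 2408 in young kidneys (1189 up and 1219 down) and 601 in both, against 851 (454 and 397), 2398 (1186 and 1212) and 599 here. With variance trend and robust fitting the aged count was 854 (452 up and 402 down), the young one 2392 and the overlap 603. Of the settings planned before the data were examined that keep these thresholds, 1 probe set per gene gives counts more than 1.5 times away from the paper's, 475, 1112 and 339.

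The array fold changes of Ppara, Gsta2 and Msmo1 (Sc4mol) in Table 3 match e raised to the log2 difference. Cyp4a14 is not reported here. On that scale Ppara was 2.53 in aged and 2.74 in young kidneys, Gsta2 5.52 and 8.72, and Msmo1 -2.63 and -4.98. As powers of 2 the same differences are 1.90 and 2.01, 3.27 and 4.49, and -1.96 and -3.04. The Ppara values of aged and young kidneys come from different probe sets, at log2 fold changes of 0.93 and 1.01.

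Of 111 entries of Tables S1 to S4 that are named by a symbol used here, 101 lie within tolerance and 10 do not. All 10 also differ with array quality weights, with quantile normalization and with centring on the array median, the planned settings computed for these entries that alter fold changes. For Pck1 the paper gives 3.26 in aged and 2.608 in young kidneys, against 0.80 and 0.65 here. For Acot1 it gives 2.609 and 2.59, against 1.90 and 1.54 here, and it lists Acot1 in aged kidneys also at 1.902, which matches 1.90, and Acot3 was at 2.61 and 2.59 here. In young kidneys the paper gives 1.916 for Rdh1, 1.657 for Dzip1, 1.64 for Fabp4, 1.621 for Vnn1 and 1.617 for Etnppl, against 0.0565, 1.34, 1.32, 1.33 and 0.0540 here. For Hsd3b1 it gives -2.95, against -0.00659 here, and Hsd3b2 was at -2.95 here. Each of the 10 paper values lies within 0.001 of the change of a probe set that carries another name or no name here. The legend of these tables equates its limit with 5-fold, while on the log2 scale of the values it is 3.05-fold.

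The paper states that RXR genes rise with retinol metabolism. At their brightest probe sets Rxra and Rxrb did not pass the test in either age (-0.25 and -0.02 in aged, 0.16 and -0.08 in young kidneys). The signal of Rxrg was too low to tell. A dim Rxra probe set rose in young kidneys (0.30), where its group means of 3.90 and 4.21 lie near or below the array medians. The paper lists LXR/RXR activation among its pathways, from an over-representation test of a larger gene set. The list of 11 LXR targets used here was tested for a shift in one direction. Camera called it in neither age (adjusted p = 0.0905 in aged and 0.747 in young kidneys), while Apoe and Mylip rose in both. Gene set and test differ, so this result cannot be set against that of the paper. The paper states that Nrf2 rises in both ages and less so in aged kidneys. The brighter Nfe2l2 probe set rose in aged kidneys (0.55) and did not pass the test in young ones (0.14), while the dimmer one rose in both (1.77 in aged and 2.57 in young kidneys) without a difference between the ages that passed the test (-0.81, limma adjusted p = 0.347). The NRF2 target list rose in both ages and less in aged ones, as the paper states.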

Other observations

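Some genes of mineral handling fell in both ages. Of 9 genes of phosphate and vitamin D handling, 3 fell in aged kidneys, 0 rose and 6 did not pass the test (1 rose and 4 fell when adjusted over the list alone), and in young kidneys 4 fell, 2 rose and 3 did not pass it (camera adjusted p = 0.343). Klotho (Kl), the co-receptor of the phosphate hormone FGF23, had log2 fold changes of -0.58 in aged (standard error 0.09) and -0.82 in young kidneys (standard error 0.07), the phosphate transporter Slc34a3 of -1.23 and -1.78, and the calcium-binding protein Calb1 of the distal tubule of -0.99 and -0.94. The aged list was called by camera (adjusted p = 0.0429) and its call was lost otherwise (adjusted p = 0.328 with an estimated correlation), as it was without any one of 5 aged mice (aged ad libitum fed mouse37, mouse40 and mouse43, aged fasted mouse33 and mouse38).

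Of 10 tubular injury markers, 2 differed between the ages in their fasting effect, 1 in each direction, and 8 did not pass (camera adjusted p = 0.14). Aged fasted mouse33 stood apart for this list (5.63, next 4.84), as did young ad libitum fed mouse350 (5.42, next 5.01). Havcr1, the gene of kidney injury molecule 1, fell in young kidneys (-0.86, limma adjusted p = 0.00419) and did not pass the test in aged ones (0.49, adjusted p = 0.314), with a difference of 1.35 between the ages (adjusted p = 0.038). Keratin 18 (Krt18) rose in young kidneys (0.90, adjusted p = 0.000612) and was at -0.12 in aged ones (difference -1.02, adjusted p = 0.031). Of 18 immediate early genes, 10 rose in young kidneys and 5 in aged ones, 0 falling in either age (3 rose in aged ones without aged fasted mouse41 or mouse42), with Myc at 0.75 and 0.97. Their camera calls (adjusted p = 1.53e-05 in young and 0.0045 in aged) were lost otherwise (adjusted p = 0.236 and 0.478 with an estimated correlation). Between aged and young ad libitum fed kidneys the genes reported here with the largest rises were Jchain (5.13), Abhd1 (4.75), Igkj1 (4.28) and Iglv1 (3.94), 3 of them immunoglobulin genes. Of 7 B and plasma cell markers, 4 rose and 3 fell in this comparison. These counts rest on deposited values that seem to be normalized separately for each age. The list was higher than other genes by camera (adjusted p = 0.0107), and its call was lost otherwise (adjusted p = 0.311 with an estimated correlation). Of 20 extracellular matrix and fibroblast genes, 9 fell and 2 rose in young kidneys after fasting and 1 fell in aged ones (camera adjusted p = 0.000347 and 0.0118, lost with adjusted p = 0.236 and 0.657 with an estimated correlation).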
